A study of Mus musculus with 87 samples. Its data were reported in "KRAB-zinc finger protein gene expansion in response to active retrotransposons in the murine lineage" (2020).

How the data were processed

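Genomic DNA of mice and embryonic stem (ES) cells had been captured with RNA probes for the ends of ETn long terminal repeats and sequenced in read pairs. ETn elements are a family of endogenous retroviruses of the mouse that can still retrotranspose. Each of the 87 libraries analysed here has 1 file. It lists the regions where uniquely mapped reads lie whose mate maps to an ETn repeat, with the read count of each region. According to the study's methods, the authors mapped both mates separately with Bowtie to mouse genome build mm9, removed duplicates with samtools, kept uniquely mapped reads paired with an ETn read, and joined reads within 1000 bp with bedtools. The versions of these tools are not given in the sources used here. The deposited values are raw counts of reads per region of 1 library, not normalized and not pooled.

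The depth of a library is its total of ETn-paired reads, which ran from 525419 to 1046650 with a median of 736479. Counts were divided by this total to give reads per 1e6 reads (RPM). A locus was called in a library at 10 RPM or more, which is 5.25 reads in the shallowest library and 10.5 in the deepest. Called regions of different libraries within 1000 bp of each other were treated as 1 locus, which gave 5018 loci. A single-animal insertion is a locus called in that animal, called in no other animal, and without a read in any sequenced ancestor followed through the pedigree in the labels. A germ line locus is called in at least 2 siblings, holds no read in their sequenced ancestors, and is called in no animal that does not descend from a carrier. A polymorphic locus holds at least 100 RPM in at least 2 of the 76 main libraries and is not called in at least 1 of them. In the labels of some animals a parent's number lacks a digit, and these were read as the parents of the same mating. Main libraries are the 1 library per animal or cell line that enters the counts. The other 11 libraries are repeat libraries, adult tails and organs of animals that already have a main library.

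The authors' procedure also removed regions near annotated ETn repeats and at known polymorphic elements. No repeat annotation was used here, so the main counts carry no such filter. As an alternative chosen after seeing the data, ETn-like sequence was taken from the reference genome. Words of 24 bases shared by at least 20 of the 1936 loci with at least 100 RPM in every B6 library were kept if at least 80% of their copies in the genome lay at B6 loci. The 60 longest segments made of the 22101 words kept were searched with blastn 2.17.0 at a word size of 11 and an e-value of 1e-05 within 1000 bp of each locus. Of the 2345 loci called in every B6 library 99.2% had a match, against 1.26% of 5000 random windows. The 1936 loci that gave the words are among these 2345, so the 99.2% is not an independent test of the search. The coordinates of the files were compared with the NCBIM37 reference, which is the same assembly as mm9, and 0 regions ran past a chromosome end. Genes came from the annotation of that build. A region marks a cluster of reads beside an insertion and not the insertion point.

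Numbers per animal were compared between genotypes within matings by an exact permutation test of the rank sum with midranks for ties, one-sided for more insertions in KO as the study tested. P values were adjusted by the Benjamini-Hochberg method over the 4 KO comparisons, with a threshold of 0.05 on the adjusted value. Comparisons between strains were two-sided and adjusted over 2 comparisons. The effect is the percent of animal pairs in which the first group has more insertions minus the percent in which it has fewer. Juvenile tail libraries alone entered the KO comparisons. Shares have exact (Clopper-Pearson) 95% binomial intervals. Intervals cover counting error only, since captured reads carry no molecular identifiers and loci of 1 animal are not independent animals.

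The groups, tests, thresholds and most alternatives were fixed before the data were examined. Those alternatives were thresholds of 5 and 20 RPM, at least 10 reads, libraries thinned to 525419 reads, no read allowed in any other animal, reads allowed in ancestors, joining of overlapping regions alone or within 5000 bp, exclusion within 10 kb of common loci, a two-sided test, a difference of means, the mean with a repeat library, permutation within mating, and leaving out each mating and each animal. The exclusion of ETn-like sequence, and a germ line count that allows no read in other animals, were chosen after seeing the data. By then the calls of some libraries, C5733 and T2379 among them, had been compared once by position with a list in the study's supplementary files. Most calls of C5733 and T2379 were missing from that list, and this was known when the later alternatives were chosen. No value here comes from that list. Loci named in the text follow a rule fixed beforehand, which takes every germ line locus, or the 6 with the most carriers and then the highest mean RPM, and the 5 single-animal insertions of matings 1 to 3 with the highest RPM. Other loci named are said to have been chosen after their values were seen.

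The calling was tested on simulated data made from the 30 juvenile tail libraries of matings 1 to 3, with 600 planted insertions per level. It found 3.33% of those at 5 RPM, 86.2% at 15 RPM, 99.5% at 30 RPM and 99.5% at 100 RPM. The exact test gave the same p values as scipy in 20 simulated datasets. No pair of libraries held identical values. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.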

Results

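ETn capture-seq was carried out on 74 mice and 2 ES cell lines. The Chr4-cl mice lack, on one or both alleles, a cluster of KRAB zinc finger protein genes on chromosome 4. Their KO, KO/WT and WT animals came from a C57BL/6 (B6) background, from a first cross to 129X1/SvJ (B6/129 F1) and from a second cross (B6/129 F2). A Chr2-cl mating, in which a cluster on chromosome 2 is deleted, gave 8 further animals. The B6/129 F2 animals with sequenced parents came from mating 1, with a KO and a KO/WT parent, and matings 2 and 3, with KO/WT parents, and from a second generation of mating 1. In all, 54 animals had sequenced ancestors. Depth ran from 525419 to 1046650 ETn-paired reads. Values per animal are counts of 1 library each.

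Loci called in every other B6 library were used to measure how many loci common to B6 each library calls. ETn elements that the B6 libraries miss do not enter this share. The 76 main libraries called a median of 98.4% of these loci, with a range of 96.5 to 100%. The median was 99.9% in the 16 B6 libraries and 97.9% in the other 60. Polymorphic loci numbered 328, of which 106 were called in no B6 library and 129 in every one. The 129 were not called in at least 1 library of another strain. The 97.9% therefore does not separate missed loci from loci absent in those strains. Halving and doubling the thresholds gave 350 and 288 polymorphic loci.

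Genotype and sex labels were checked by the reads that a deletion or a sex chromosome should remove or give. On chromosome 4, 1 locus, at 146991031 to 146991541 (mm9), was called in both B6 WT and both ES cell libraries and held no read in any of the 12 B6 KO libraries. No such locus was found on other chromosomes. It held 45.6 ± 1.10 RPM (SD, n = 2) in B6 WT and 37.8 ± 5.03 (n = 8) in the Chr2-cl mating. In the B6/129 Chr4-cl libraries it held 0.113 ± 0.392 RPM in WT (n = 12), 0.0771 ± 0.298 in KO/WT (n = 15) and 0.110 ± 0.492 in KO (n = 36), further libraries of the same animals included. The locus therefore does not check the genotype labels of the B6/129 animals. Reads on chromosome Y made up 0.142 to 0.165% of the library in 33 animals labelled male and 0.00444 to 0.0257% in 37 labelled female. In 4 animals labelled male the share was 0.00516 to 0.00677%. These were C6923, C6924 and C6926, the 3 mating 1 KO animals with ear libraries, and H04408, mating 2 KO replicate 3.

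**Figure D1:**
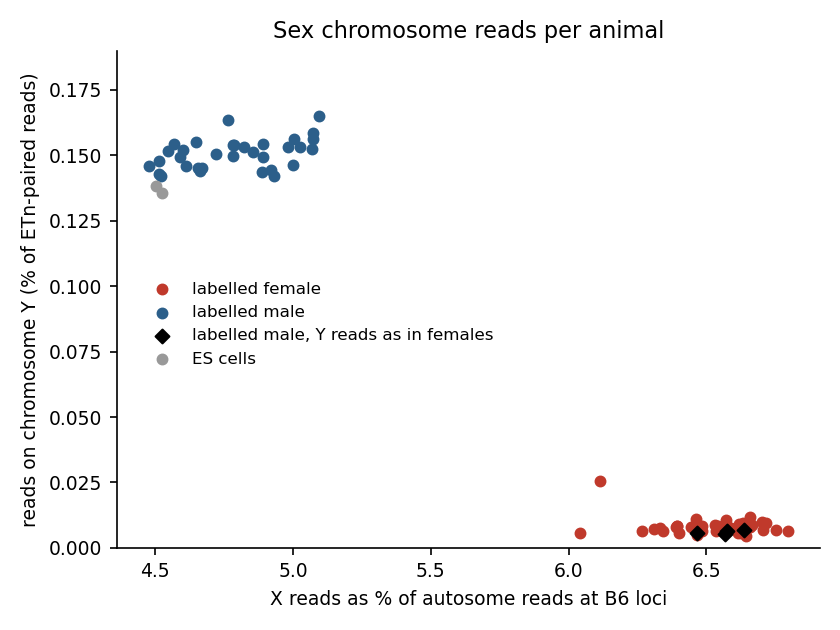
Each point is the main library of 1 animal or ES cell line, with X reads as a percent of autosome reads at loci called in every B6 library on the horizontal axis and chromosome Y reads as a percent of ETn-paired reads on the vertical axis. The 4 black diamonds, labelled male, sit among the 37 animals labelled female.

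The 54 animals with sequenced ancestors carried 1268 single-animal insertions, of which 414 were in the mating 2 WT animal C5733 (replicate 1). Without that animal 854 remained, and the highest number in another animal was 91. At least 1 insertion was called in 31 animals and 0 in 23, and the median was 1. The total fell to 379 at 20 RPM and rose to 2970 at 5 RPM. Allowing no read in any other animal left 844. Of the 414 loci in C5733, 92.3% lay within 1000 bp of ETn-like sequence of the reference. In the other juvenile tails of matings 1 to 3 it was 0.142% of 706.

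Read support differed between kinds of locus. Single-animal insertions held a median of 14.8 RPM (quartiles 12.2 and 21.0), and 13.9 without C5733. The 2345 loci called in every B6 library held 431.1 RPM (236 and 533) in the same animals, 29.1 times as much. The insertions had the lower median in 31 of 31 animals. At 20 RPM the ratio was 15.5 and at 5 RPM 49.0, since the threshold sets the lowest value an insertion can have. Only 2 single-animal insertions reached the lower quartile of the B6 loci.

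The main question was whether KO animals carry more insertions than their littermates. In mating 1, KO animals carried 36.6 ± 32.2 insertions (SD, n = 5) and KO/WT animals 8.63 ± 15.5 (n = 8), with medians of 30 and 0.5. The effect was 55%, and the exact one-sided p was 0.0583 (adjusted over 4 comparisons 0.197, smallest possible 0.000777). Leaving out the KO/WT animal C6767 (replicate 1) lowered the KO/WT mean to 4.14, and gave an exact p of 0.0316 (adjusted 0.126). The alternative that moved the effect most was leaving out the KO animal C7414 (replicate 3), which had 0 insertions, and gave 81.3% and an exact p of 0.0141 (adjusted 0.0566). Without the KO animal C6733 (replicate 2), which had 87, the KO mean was 24 and the exact p 0.133 (adjusted 0.267).

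In mating 2, KO animals carried 33.5 ± 28.4 insertions (n = 4) and WT animals 112 ± 201 (n = 4), with medians of 37 and 17.5. The effect was 18.8% and the exact one-sided p 0.386 (adjusted 0.514, smallest possible 0.0143). The mean and the rank test differ in sign because of C5733, and without that animal the WT mean was 11.7 and the exact p 0.143 (adjusted 0.190). Leaving out other single animals gave effects of 0, without the WT animal H04405 (replicate 4), to 50%, without the KO animal C5734 (replicate 1). The single KO/WT animal carried 19. In mating 3, KO animals carried 35.5 ± 43.7 (n = 4) and WT animals 31 ± 18.4 (n = 4), with medians of 25.5 and 28, an effect of -12.5% and an exact p of 0.657 (adjusted 0.657, smallest possible 0.0143). The mean and the rank test differ in sign here too. Leaving out KO animal M05137 (replicate 1) or M05666 (replicate 3) turned the effect to 16.7%, leaving out WT animal M05139 (replicate 1) gave 0, and without KO animal M05668 (replicate 4), which had 91, the KO mean was 17 and the effect -50%.

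Over the 3 matings, 13 KO animals carried 35.3 ± 32.1 insertions and 17 WT and KO/WT animals 38.9 ± 98.0, with medians of 30 and 17. The effect was 28.1% and the exact one-sided p 0.0984 (adjusted 0.197, smallest possible 8.35e-09). Permuting within matings gave 32.9% and an exact p of 0.0765 (adjusted 0.153). Without C5733 the mean of the WT and KO/WT animals was 15.4, and the exact p was 0.0497 (adjusted 0.117). None of the 4 comparisons passed 0.05 after adjustment, which matings 2 and 3, with their smallest possible p of 0.0143, could not reach beside the p values of the others. Spread within genotypes was wide, with 0 to 91 insertions among the KO animals. The difference in mean rank between genotypes was compared between matings, with genotypes regrouped within each mating. Exact two-sided p values were 0.476 for matings 1 and 2, 0.186 for 1 and 3 and 0.654 for 2 and 3 (adjusted 0.654, 0.559 and 0.654). Regrouping assumes no genotype effect in either mating, so these values are no direct test of equal effects.

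**Figure D2:**
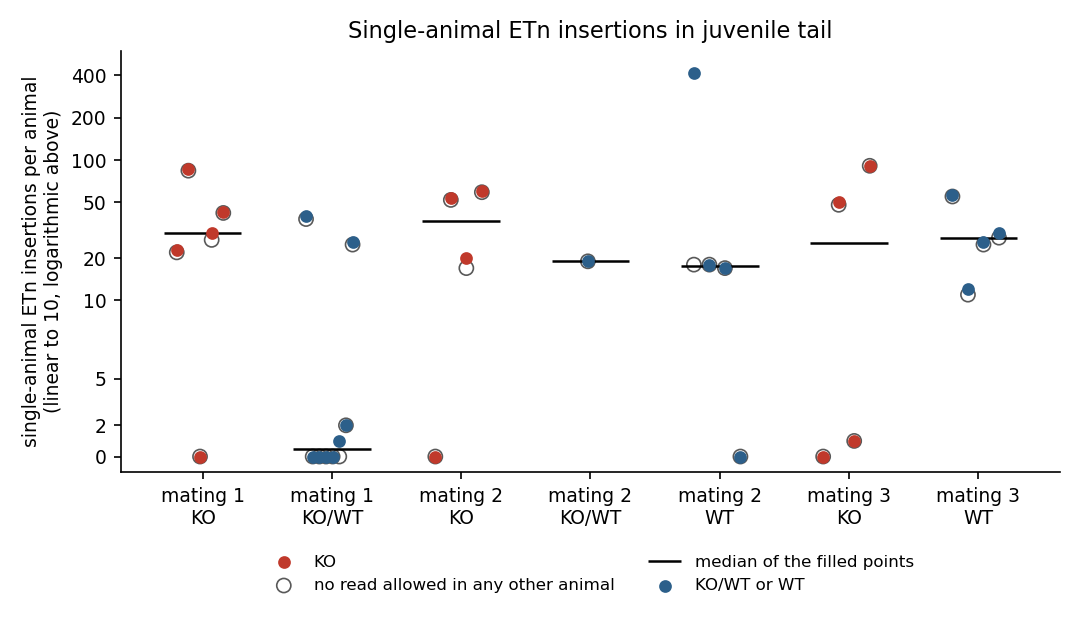
Each filled point is the number of single-animal ETn insertions in 1 juvenile tail library, by mating and genotype, on an axis that is linear to 10 and logarithmic above; bars are medians, and open circles are the numbers when no read is allowed in any other animal. C5733 in mating 2 WT falls from 414 to 18 under that rule, and KO animals range from 0 to 91.

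Strain background was compared over all genotypes. The B6/129 F2 animals carried 35.3 ± 70.9 insertions (n = 35), B6 animals 0.125 ± 0.354 (n = 8) and B6/129 F1 animals 2.73 ± 5.59 (n = 11). Without C5733 the F2 mean was 24.2, without T00436 the F1 mean was 1.2, and without T00431 no B6 animal had an insertion. The F2 animals exceeded the B6 animals by an effect of 67.1%, with an exact two-sided p of 0.00157 (adjusted over 2 comparisons 0.00314, smallest possible 0.000168). They exceeded the F1 animals by 50.6%, with an exact two-sided p of 0.00904 (adjusted 0.00904, smallest possible 3.27e-07). At least 1 insertion was called in 25 of 35 F2, 5 of 11 F1 and 1 of 8 B6 animals. Tissue differed between the strains, and in tail libraries alone the adjusted p was 0.0741 in both comparisons, with 32, 3 and 4 animals in F2, B6 and F1. Littermates share parents, so these tests describe the families sequenced. Among the F1 animals, 5 of 8 KO animals and 0 of 3 animals labelled WT, which the study's text calls heterozygous, carried an insertion. With no read allowed in any other animal it was 4 of 8 KO animals. In the Chr2-cl mating, whose parents were not sequenced, 3 of 8 animals had one, with at most 2 per animal, and 0 of 8 when no read was allowed in any other animal.

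Germ line loci numbered 8. The first, on chromosome 6 at 51549777 to 51550984, was carried by 3 offspring of mating 1 (C7417, C6921 and C6925) at a mean of 273 RPM, and lies between genes, 9099 bp from Snx10. The second, on chromosome 15 at 55654317 to 55655079, was carried by 2 offspring of mating 3 (M05667 and M05143) at 288 RPM, in an intron of Sntb1. The third, on chromosome 11 at 46034231 to 46035369, was carried by 2 offspring of mating 1 (C6927 and C7416) at 253 RPM and by 4 offspring of C7416 at 257 to 293 RPM. Its read cluster overlaps a coding exon of Cyfip2. These 3 had a read in 5, 2 and 2 other animals. The other 5 were called in the mating 2 siblings C5733 and C5736 alone, at mean values of 12.5 to 43.4 RPM, and had a read in 7 to 44 other animals. The 3 of these that the naming rule covers lie on chromosome 1 at 160900142 to 160903934 (intron of 1600012P17Rik, 43.4 RPM), chromosome 9 at 25657943 to 25661937 (between genes, 27.6 RPM) and chromosome 3 at 25063934 to 25067101 (between genes, 25.8 RPM), all within 1000 bp of ETn-like sequence. At 20 RPM 3 loci were called and at 5 RPM 30.

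Of the 5 single-animal insertions with the highest RPM in the juvenile tails of matings 1 to 3, the first was in the mating 3 KO animal M05666, on chromosome 8 at 64106528 to 64107341, in an intron of Palld, with 293 RPM from 201 reads. The next was in the mating 3 WT animal M05139, on chromosome 19 at 10484877 to 10485530, in an intron of Syt7, with 81.9 RPM from 53 reads. Neither had a read in another animal. The other 3 were in C5733 and within 1000 bp of ETn-like sequence. They lie on chromosome X at 78842751 to 78846951 (81.6 RPM, between genes), chromosome 12 at 98839168 to 98844407 (76.3 RPM, between genes) and chromosome 1 at 132327837 to 132332677 (72.8 RPM, an exon of the processed transcript Gm15674).

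Libraries of the same animals were compared to see how often an insertion is found again. Of 5 pairs of a library and its technical repeat, that of C5734 had 0 insertions. In the other 4, 97.7% of insertions had a read in the other library (214 of 219, 95% interval 94.8 to 99.3%). The same loci had a read in 0.0426% of comparisons with other animals. Shares in other animals, here and below, are low partly by definition. Such loci are called in no other animal and hold no read in sequenced ancestors. Between juvenile and adult tail of 2 animals the share was 39.4% (69 of 175, 32.1 to 47.1%). It was 23.0% and 37.8% in the KO animal C6733, by which library the insertion was called in, and 69.2% and 68% in the KO/WT animal C7416. Over the 15 pairs of 6 tissue samples of C6733 the share was 5.36% (3.80 to 7.32%), most of it from the tail pair. Without that pair it was 0.530% (3 of 566, 0.109 to 1.54%), against 0.0471% in other animals. The same insertion was looked for in several libraries, so these tests are not independent, although the intervals treat them so. Most of the tests were of tail insertions, and between the 4 organs alone the share was 4.76% (2 of 42, 0.582 to 16.2%). The technical repeat of the testis library held a read at 2 of the 4 insertions called in the first, and the first at 2 of 2 called in the repeat. Of the 87 insertions in the juvenile tail of C6733, 0 had a read in testis, in brain, in blood or in kidney (exact upper limit 4.15% for each organ), which called 4, 0, 5 and 5 insertions. Asking for 10 RPM in the other library gave 57.5% for repeats, 17.1% for tails and 2.03% for all tissue pairs.

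**Figure D3:**
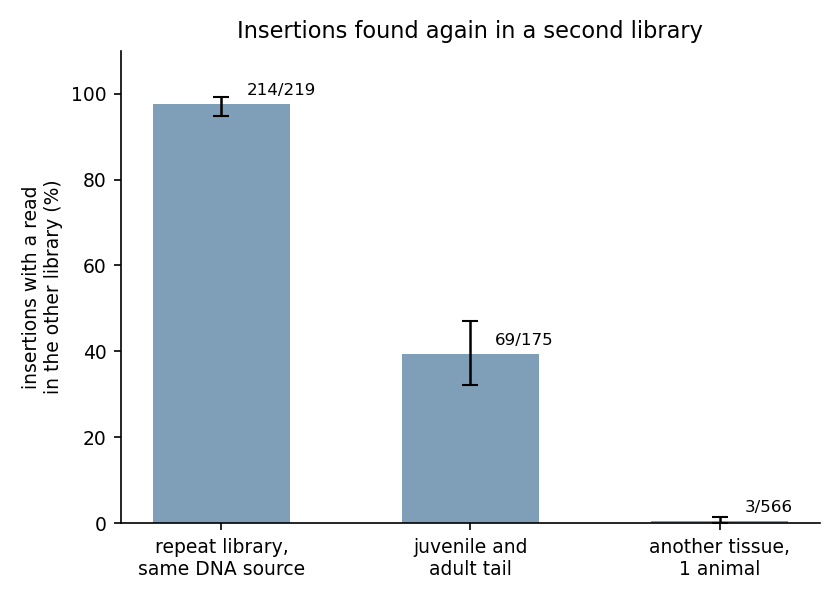
Bars are the percent of single-animal insertions called in 1 library that have a read in a second library of the same animal, with exact 95% binomial intervals and the counts above. An insertion counts once for each library it was looked for in, and the intervals treat these tests as independent. The share was 97.7% for repeat libraries, 39.4% for juvenile and adult tail and 0.530% for the other pairs of tissues of C6733.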

Values the study reported

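The study gave mean insertion numbers of 7.3 for KO/WT and 29.6 for KO animals in the KO/WT x KO mating (p=0.045). For one KO/WT x KO/WT mating it gave 11 against 27.8 in KO (p=0.192). For the other it compared WT with KO animals, with 26 against 31 (p=0.668). Over all matings it gave 26 for KO against 13 for WT and KO/WT animals (p=0.057). It found up to 80 insertions in an animal and 3 germ line insertions.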

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

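The tests of reads in other animals' libraries, of numbers left when no read is allowed in any other animal, and of the RPM of BA27232 were chosen only after the results were seen. The rule for the RPM of the mating 2 parents was also changed after its value was seen, as told below. Of 13 groups of 4 to 10 libraries examined for a library far from the rest, 4 had one. A chance of 1 in 20 per group would give 0.65, but groups of counts 0 with a single 1 are always picked, so that rate does not hold for them.

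C5733, a WT female of mating 2, had 414 single-animal insertions, and the next in its group had 18. Its loci held reads in a median of 9 other animals' libraries, against 0 for the other juvenile tails of matings 1 to 3. Of its loci 92.3% lay within 1000 bp of ETn-like sequence (95% interval 89.3 to 94.7%), against 0.142% (0.00359 to 0.787%) in those tails. The median width of its loci was 1464 bp against 444 bp. Low depth is argued against, since thinning every library to the same number of reads left 419 in C5733 and at most 94 in the others. More retrotransposition as the whole cause is argued against too, since 18 were left when no read was allowed in any other animal, and other animals reached 91. Weak calls at ETn-like sequence of the reference, which a repeat annotation would remove, may account for most of the 414. Why this library holds more such reads was not tested.

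T2379, a B6 KO founder, had 90 insertions, and the next founder 3. Its loci held reads in a median of 22.5 other libraries, and 6 were left when no read was allowed elsewhere. Of its loci 60% lay within 1000 bp of ETn-like sequence, and 36 were left without those. The library was the shallowest, with 525419 reads, yet had 31989 regions with 1 read, against a median of 4321 over all libraries. Scattered reads at common sites are a candidate explanation. The animal has no sequenced ancestor, and no biological explanation was tested.

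C6771, a Chr2-cl KO animal, had 1 insertion while the other 4 of its group had 0. Reads at its locus in 33 other libraries suggest a site of scattered reads. C6428, a KO animal of the second B6/129 F1 generation, also had 1 while its 3 littermates had 0. Its locus held a read in 0 other libraries, which argues against scattered reads there. No biological explanation was tested for either.

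The parents without sequenced ancestors enter no comparison. BA27232, the KO parent of mating 1, had 5 insertions, and the mating 2 parents BA27228 and BA27084 had 26 and 62, above the 3 of the highest B6 WT animal. If these had been inherited they would hold about as many reads as germ line loci, at a median of 44.4 RPM, or 263 RPM for those away from ETn-like sequence. The medians were 13.6 RPM in the mating 2 parents and 12.9 RPM in BA27232, close to the 14.8 RPM of single-animal insertions in the offspring. By definition these loci are called in no offspring of the parents, so most inherited loci were left out before the comparison. The low medians are partly set by that, and the comparison decides little about inheritance. The first form of this comparison asked only for more than a fraction of the lowest germ line value, which a weak locus of C5733 and C5736 sets. By it the mating 2 parents would have counted as inherited, and it was replaced by the nearer of the medians. Insertions arising in the animals themselves, in part of the cells, may explain them, as a hypothesis found on these data.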

How the results depend on the processing

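The exclusion of ETn-like sequence and the germ line count that allows no read in other animals were chosen only after the results were seen. No paired analysis was possible because the replicate numbers were given in order of listing and pair no animals.

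Mating 1 kept its direction and its side of the threshold in 26 of 26 alternatives (adjusted p 0.0566 to 0.393), the combined matings in 46 of 47 (0.101 to 0.642), mating 2 in 17 of 21 (0.190 to 0.886) and mating 3 in 14 of 20 (0.429 to 0.886). In matings 2 and 3 these counts speak mainly for the direction, since 4 against 4 animals could not pass 0.05 after adjustment beside the p values of the others in the main counts. No alternative gave an adjusted p below 0.05 in these 4. With a difference of means in place of ranks the sign turned in mating 2 (-78.8 insertions), mating 3 (4.5) and the combined matings (-3.57). In mating 2 and the combined matings the mean follows C5733. In mating 3 the KO mean was the lower one without M05668, at 17 against 31, with a rank effect of -50%. It was also lower without KO animal M05143 (30.7 against 31) or without WT animal M05141 (35.5 against 37.3). The effect was 0 in mating 2 at 20 RPM and with at least 10 reads, and in mating 3 at 5 RPM and after thinning; the cause was not tested. Leaving out 1 animal at a time gave effects of 43.8 to 81.3% in mating 1, 0 to 58.3% in mating 2, -50 to 16.7% in mating 3 and 23.0 to 36.3% in the combined matings. The 0 in mating 2 was without WT animal H04405 (replicate 4) and the 58.3% without C5733. In mating 3 the effect was 16.7% without M05137 or M05666, 0 without WT animal M05139 (replicate 1) and -50% without KO animal M05668 (replicate 4). Without mating 1 the combined effect was 2.78% (exact p 0.481, adjusted 0.642). It was 31.5% without mating 2 (exact p 0.116, adjusted 0.233) and 43.6% without mating 3 (exact p 0.0454, adjusted 0.117).

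With no read allowed in any other animal the means were 32 against 13.3 in mating 2 and 34.1 against 15.1 in the combined matings (exact one-sided p 0.314 and 0.0551). With ETn-like sequence left out they were 33.3 against 16.8 and 35.2 against 16.4 (0.186 and 0.0609).

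Both strain comparisons kept direction and side in 10 of 12 alternatives (adjusted p 0.000111 to 0.176 and 0.00614 to 0.176). They lost significance with a difference of means (35.2 and 32.6 insertions, adjusted p 0.176 in both), where the F2 SD of 70.9 falls to 26.5 without C5733, and in tail libraries alone (64.6 and 60.2%, adjusted p 0.0741 in both), where 32, 3 and 4 animals remain.

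Counts depend on the threshold. Single-animal insertions numbered 2970 at 5 RPM, 379 at 20 RPM and 844 with no read allowed in any other animal. Germ line loci numbered 30 at 5 RPM, 3 at 20 RPM, 22 where ancestors may hold reads, 4 with ETn-like sequence left out and 0 with no read in any animal but carriers and their descendants. Read support ratios were 49.0 at 5 RPM and 15.5 at 20 RPM. Repeat libraries shared 92.0% at 5 RPM and 57.5% at 10 RPM in the other library. Tails shared 27.6% at 5 RPM, 56.3% at 20 RPM and 17.1% at 10 RPM in the other library, and all tissue pairs 2.03% at 10 RPM in the other library. For these the threshold itself sets which insertions enter. The check of the cluster deletion found 0 loci at 100 RPM. The number of polymorphic loci stayed within 1.5 times in 5 alternatives and the recovery of B6 loci within the spread in 1. The sex check gave 5 animals by Y regions of 10 RPM in place of 4, the added one being T2379, labelled female, with 5 such regions. At the depth of these libraries the threshold is 5.25 to 10.5 reads, and 3.33% of simulated insertions at 5 RPM were called, so most insertions well below 10 RPM were missed.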

Other observations

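The controls for the parental reads, the share of regions with 1 read and the share of windows with a word found once were chosen only after the results they bear on were seen. Here the mean of the mating 2 WT animals was 112 insertions. That is higher than the value quoted from the study above. The mean of all WT and KO/WT animals was 38.9. That is higher than the value quoted from the study above. The KO means were higher than the quoted ones too, at 36.6, 33.5 and 35.5 in matings 1, 2 and 3 and 35.3 combined. The quoted combined KO value lies below every quoted KO mean of a single mating. It may therefore be another measure than a mean over the same animals, so the combined KO values may not be comparable. With ETn-like sequence left out the combined means were 35.2 for KO and 16.4 for WT and KO/WT animals, still higher than those quoted. The highest number in an animal was 414. That is higher than the value quoted from the study above. Germ line loci numbered 8. That is higher than the value quoted from the study above. The exact one-sided p in mating 1 was 0.0583. That is higher than the value quoted from the study above and on the other side of 0.05. In some alternatives it was below 0.05 before adjustment, at 0.0474 with no read allowed in any other animal, 0.0381 after thinning, 0.0319 with at least 10 reads, 0.0210 at 20 RPM and 0.0365 with a difference of means. Over all 26 alternatives it ran from 0.0141 to 0.133, and adjusted from 0.0566 to 0.393. The exact one-sided p was 0.386 in mating 2 and 0.0984 over all matings. Those are higher than the values quoted from the study above. The study also removed regions at annotated and known polymorphic elements, a step not used here. With ETn-like sequence left out, mating 1 kept its means of 36.6 and 8.63 and its exact one-sided p of 0.0583. That argues against such sequence as the source of the difference in mating 1. The removal of known polymorphic elements was not tested.

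The 4 animals labelled male with few Y reads had X reads of 6.47 to 6.64% of autosome reads, within the 6.04 to 6.80% of animals labelled female and above the 4.48 to 5.09% of the other males. A loss of the Y alone is argued against, and a wrong sex label or an exchange with a female is a candidate explanation, with the lowest value at 6.47%. These 4 held 0 loci of 100 RPM without a read in their labelled parents, and other offspring of matings 1 and 2 at most 1. Mice that do not descend from the mating 1 parents had at least 3 such loci against them, which argues against an exchange of the ear samples with those mice. Against the mating 1 parents, mating 3 animals had at least 1, so material from a mating 3 female stays open for the ear samples. The second generation of mating 1 had 0 and 1, but both animals hold male Y reads, at 0.153 and 0.155%, so they are not the source. Against the mating 2 parents, B6, B6/129 F1 and Chr2-cl mice had at least 10, which argues against these for H04408. The lowest of the other F2 mice was 1, no more than true offspring reached in mating 1, so material from another F2 female stays open for it. This control replaced an exchange of the parents between matings 1 and 2 after its values were seen. Material from a sister stays open for all 4. A mutual exchange with a sequenced female would leave male Y reads in an animal labelled female, where the highest share was 0.0257% against at least 0.142% in males, and is argued against. The 3 ear animals carried 0, 0 and 4 insertions and entered no KO comparison, and H04408 carried 20 and did. Without H04408 the mating 2 effect was 8.33% (exact one-sided p 0.486, adjusted 0.648), against 18.8% with it. The combined effect was 27.9% (exact one-sided p 0.105, adjusted 0.210), against 28.1%.

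Littermates differed widely in insertion number. A polymorphic ETn locus inherited by some of them was looked for among 328 loci in 30 animals, ranking RPM against the number of insertions without a read in any other animal, within matings. The best locus scored 3.30, and 5 of 100 orders of the animals within matings, the real one included, scored as high, with 3.71 the highest. Chance cannot be excluded, and a locus with an effect on insertion number cannot be excluded either, because the animals are few. This reading replaced one that counted the test against such a locus, after its value was seen.

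Of 842 single-animal insertions on the autosomes and X without a read in any other animal, 50.6% lay in a gene body (95% interval 47.2 to 54.0%), against 42.5% of 5000 random windows (41.1 to 43.8%). Read mapping is a candidate explanation for part of this. Random windows whose central word of 31 bases occurs once in the genome lay in genes in 45.5% (44.0 to 47.0%), whose upper limit is just below the lower limit of the insertions. So unique sequence alone falls short of the whole difference, by a narrow margin, and insertions pooled over animals are not independent. Regions with 1 read far from called loci lay in genes in 29.6%, below random windows, so they do not stand for mappable sequence and decide nothing. The test had been meant to decide, and was set aside after its value was seen; the windows with a word found once were then added.

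Insertions found in part of the cells of an animal would explain the low read support. The share with a read in another tissue of C6733 was 0.530%, far below the 97.7% of repeat libraries, which is consistent with insertions that arise after tissues separate. Between organs alone it was 4.76%, from 42 tests, and the testis repeat shared only 2 of 4 insertions in one direction, so for the organs the comparison rests on few insertions. It rests on 1 animal.

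Chosen after their values were seen, 2 single-animal insertions of the 54 animals with sequenced ancestors exceeded 100 RPM. One is the Palld insertion of M05666 at 293 RPM. The other is in H03387, a KO animal of the second generation of mating 1, on chromosome 6 at 98344971 to 98345952, between genes, with 283 RPM. Both lie at the level of the 3 strongest germ line loci, and no explanation was tested for them.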
